A study of Mus musculus with 24 samples. Its data were reported in "A comparative transcriptomic analysis of Glucagon-like peptide-1 receptor- and Glucose-dependent insulinotropic polypeptide receptor-expressing cells in the hypothalamus" (2022).

How the data were processed

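Single cells from the hypothalamus of mice in which Cre recombinase driven from *Gipr* switches on an EYFP reporter were digested with papain, sorted for EYFP fluorescence and the nuclear dye DraQ5, and sequenced with the 10x 3′ kit V2, per the labels. The labels list 24 samples (8 index names on 3 lanes), all *Gipr*+, of which 3 carry a title naming *Rxfp4*. The authors deposited raw UMI counts per gene and barcode as 2 unfiltered matrices, made with Cell Ranger 6.1.2 on GRCm39 with an added EYFP feature and with extended 3′ ends for a few receptor genes including *Glp1r*. Each deposited matrix came with identifiers of its 32533 features and its barcodes, which hold no measurement. Symbols of 78 duplicated features were made unique. No label maps the 24 samples to the matrices, so the matrices were treated as 2 replicates (libraries 1 and 2) of 1 group. Whether they come from separate cell suspensions is not stated.

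Comparisons, tests (other than the exact tests of UMIs and those said below to be chosen later), marker lists, the 18 gene lists (466 genes), the rule for naming genes and 20 alternatives were fixed before the data were examined. The rule for naming clusters was set, and revised, after the clusters had been seen, and so were the comparisons of single clusters in the closing section and 1 added alternative. Droplets with at least 500 genes and at most 20% mitochondrial UMIs were kept as cells, which are the limits of the study. This left 1630 of 1677 barcodes in library 1 (69.9% of 5862581 UMIs) and 1215 of 1262 in library 2 (71.5% of 5212310 UMIs), at 642 to 19104 and 606 to 25888 UMIs per cell. In each library 47 barcodes were removed by the mitochondrial limit, and 1 barcode sequence was shared by cells of both. Barcodes with 1 to 100 UMIs served as empty droplets and held 1395235 and 1243559 UMIs (23.8% and 23.9%). Barcodes with 200 to 499 genes (321 and 120) were left out. Scrublet, run in scanpy 1.11.5 at an expected rate of 2.0%, called 4 doublets in each library (0.245% and 0.329%), which were kept in the primary results.

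Cells of both libraries were clustered together with Seurat 5.3.0 and sctransform 0.4.2, with mitochondrial, ribosomal and *Xist* percentages regressed out, on 30 principal components, 20 neighbours and Louvain resolution 0.8. The 468 genes of the lists, *Xist* and EYFP were held out, which left 2797 clustering features and gave 15 clusters. A cluster took the name of the class, out of 13, with the highest marker score (mean over markers of CPM relative to the highest cluster), if the score was at least 0.4 and 1.5 times the second and at least 3 markers were detected. The name was withdrawn where markers of another class outnumbered its own among the 10 leading genes, or where a shallow cluster had none of its own there. Clusters whose best classes were pericyte and smooth muscle, with scores summing to at least 0.5, were called intermediate mural, and the rest unnamed. Names end in "-like" because they rest on these markers alone.

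UMI counts were summed per class and library, since cells are not replicates. For classes with at least 20 cells in each library (7 classes, 14 sums), edgeR 4.0.16 was run with TMM scaling, a low-count filter (minimum count 10), a model of class and library, and quasi-likelihood F tests with 6 residual degrees of freedom (common biological coefficient of variation 0.0630). The fitted prior degrees of freedom were infinite, so the spread was shared over genes. The p-values therefore do not rest on each gene's own spread between the 2 libraries, and can be too small for genes that vary more. Differences are called at an adjusted p (Benjamini-Hochberg) under 0.05 over all 10795 genes tested. Between libraries, the chi-square per degree of freedom ranged from 1.18 (smooth-muscle-like) to 1.99 (neuron-like) and the correlation of log2 CPM from 0.736 (ependymal-like) to 0.977 (pericyte-like). The 5 comparisons were pericyte-like against smooth-muscle-like, VLMC-like against mural, OD-like and neuron-like each against the other 6 classes, and mural against VLMC-like, OD-like, neuron-like and ependymal-like. Intermediate mural cells were left out of both sides of the last comparison. Counts of differing genes are given for the 9429 genes that were neither markers nor clustering features, since tests on genes that shaped the clusters are biased. Classes were drawn on the same cells that are tested, so held-out genes that go with the features are affected too.

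CPM are UMIs scaled to the total of the summed class without TMM factors, while fold changes use these factors (0.807 and 0.829 for OD-like, 1.30 and 1.22 for ependymal-like cells). A contrast against several classes is a mean over their log values, and its direction can therefore differ from that of mean CPM. Where a class had 0 UMIs, a fold is given as "at least", at a floor of 3 counts. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, and again with an estimated correlation. The lists covered gut hormone and metabolic receptors, vasoactive receptors, venous and pericyte mural genes, arterial mural genes, arteriovenous endothelial genes, VLMC genes, mature and myelinating OD genes, transmitter genes, neuropeptides, hypothalamic region factors, cAMP signalling, solute transporters, ion channels, basement membrane and matrix, Notch, TGF-β and PDGF signalling, immediate-early and dissociation-response genes, and appetite, leptin and insulin signalling.

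Genes were named by rule: *Gipr*, *Glp1r* and EYFP in every class; per comparison and list, up to 3 genes per direction with the largest fold change among those with adjusted p under 0.05 and the same direction in both libraries; up to 5 per direction outside the lists, markers and features; genes of the study's gates; and transmitter and peptide genes with a UMI in at least 10% of neuron-like cells. Genes singled out beyond this rule (other members of lists, genes that lead clusters or subclusters, and peptides with 0 UMIs) were chosen after their values were seen. A few genes that the rule names are not reported here and are left out of the counts of repeated results. UMIs of *Gipr* and *Glp1r* were compared between classes by exact conditional tests, with Poisson intervals, and detection was compared after thinning each cell to 1000 UMIs. OD-like cells were clustered again on 10 principal components with 20 neighbours at resolution 0.8, and subclusters with at least 10 cells in each library were compared in edgeR. The fit was tested on simulated counts with known changes, where it recovered 86.9 to 93.0% of 4-fold, 51.9 to 67.7% of 2-fold and 18.9 to 25.0% of 1.5-fold changes, with 2.88 to 4.39% false calls. These counts came from 1 profile shared by all classes, at the common dispersion of the fit itself. Spread that differs between genes and classes drawn on the tested cells were not simulated. The rates therefore check the procedure and are not error rates of the calls reported here.

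Alternatives covered minima of 1000 and 300 genes, at most 10% mitochondrial UMIs, removal of doublets, resolutions 0.4 and 1.2, log-normalised clustering on 2000 features, libraries clustered on their own, the marker gates of the study, DESeq2 1.42.0 size factors and Wald tests, no low-count filter, no replicate block, subtraction of expected free-RNA counts, each replicate left out, an estimated correlation, fry, and thinning to 2000 UMIs or none. Computation used Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9) and R 4.3.3. With 1 group and 2 libraries no labels could be permuted.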

Results

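Gene expression was measured in single cells sorted from the mouse hypothalamus for EYFP, a fluorescent reporter switched on by Cre recombinase driven from *Gipr*, the gene of the receptor for the incretin hormone GIP. The labels list 24 samples, made of 8 index names on 3 lanes each, and all fall in 1 group (*Gipr*+). Of these, 3 carry a title that names *Rxfp4*, while their other labels name *Gipr*. The counts were deposited as 2 matrices, called library 1 and library 2 here, and nothing in the labels maps the 24 samples or the animals onto them. Library 1 held 5862581 UMIs (unique molecular identifiers, each counting 1 captured transcript) and 1630 cells with a median of 1674 UMIs and 996 genes. Library 2 held 5212310 UMIs and 1215 cells with a median of 1955 UMIs and 1143 genes. Because there is 1 group, every comparison sets cell classes of the same 2 libraries against each other, and p-values measure only the spread between these libraries, which may be technical. In edgeR that spread was shared over genes. Intervals on UMIs and shares are at the 95% level and cover counting error only.

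The first question was which cell types carry the *Gipr* reporter. In the joint clustering, cells of the vessel wall made up most of both libraries. Pericyte-like cells accounted for 46.7 ± 0.652% of cells (mean ± SD, n = 2 libraries) and smooth-muscle-like cells for 16.9 ± 3.19%. A further mural cluster with markers of both, called intermediate mural, held 12.1 ± 3.31%, which brought the mural share to 75.8 ± 0.773%. With VLMC-like cells (vascular leptomeningeal cells, the fibroblast-like cells of the meninges and large vessels) at 8.33 ± 0.718% and endothelial-like cells at 0.636 ± 0.0318%, the vascular share came to 84.7 ± 1.46%. Neuron-like cells made up 6.99 ± 0.944%, oligodendrocyte-like (OD-like) cells 5.81 ± 0.540% and ependymal-like cells 1.62 ± 0.384%. Non-neuronal classes together held 92.3% of the pooled cells (Wilson interval 91.3 to 93.3%).

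The libraries differed in their mural make-up. Intermediate mural cells made up 14.5% of library 1 (Wilson interval 12.9 to 16.3%) and 9.79% of library 2 (8.25 to 11.6%), and smooth-muscle-like cells 14.7% (13.0 to 16.5%) and 19.2% (17.1 to 21.5%). Depth differed between classes as well, from a median of 1385 UMIs in pericyte-like cells to 8677.5 in neuron-like cells, so that the gene minimum sets part of these shares. With at least 1000 genes per cell the pericyte-like share fell to 22.4%, the smooth-muscle-like share was 39.7% and no intermediate class formed. With each library clustered on its own, pericyte-like cells made up 23.1% of library 1, where 424 cells stayed unnamed, and 47.7% of library 2. The intermediate mural share was then 14.5% in library 1 and 0 of 1215 cells in library 2, so that in library 2 this class rests on the joint clustering. The marker gates of the study left 46.5% of cells outside every gate and placed 41.9% in the vascular gate. Pericyte-like cells drawn from the gates made up 9.39% and 8.40% of the libraries, below smooth-muscle-like cells at 21.4% and 23.0%. A small pericyte-like cluster (11 and 13 cells in the libraries) was led by the chemokine gene *Ccl19*, and a smooth-muscle-like cluster (10 and 9 cells) by the stress genes *Ppp1r15a* and *Cebpb*. Another 22 cells, led by *Cga*, stayed without a name.

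**Figure D1:**
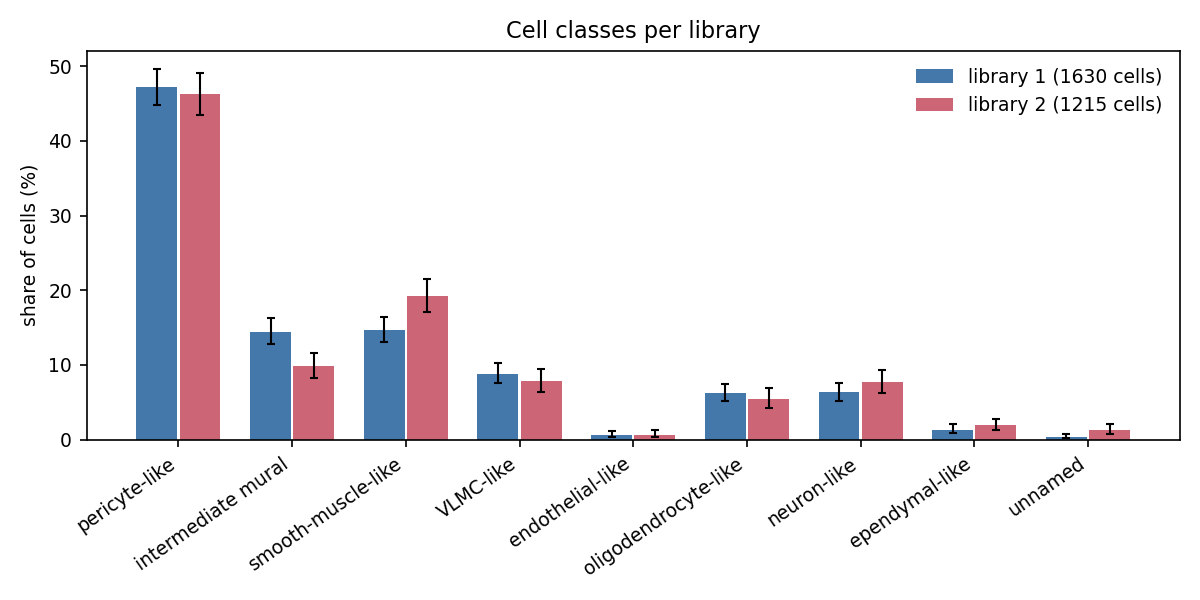
Share of cells (%) in each class, with 1 bar per library and Wilson 95% intervals as error bars. Pericyte-like cells form the tallest bars in both libraries (47.2% and 46.3%), and the bars of intermediate mural cells (14.5% and 9.79%) and smooth-muscle-like cells (14.7% and 19.2%) differ between libraries.

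*Gipr* transcripts were rare in every class. Pericyte-like cells, the largest class, held the most UMIs. The share of cells with a *Gipr* UMI was 0.826% in pericyte-like cells, and higher in the deeper VLMC-like (2.09%) and OD-like cells (1.80%). There were 11 *Gipr* UMIs in 11 of 1331 pericyte-like cells, or 5.73 CPM (UMIs scaled to the total of the class; exact Poisson interval 2.86 to 10.2), 5 in VLMC-like cells (4.75 CPM), 3 in OD-like cells (3.56 CPM) and 1 each in intermediate mural and neuron-like cells. Smooth-muscle-like cells held 0 *Gipr* UMIs in 472 cells (exact Poisson upper bound 2.51 CPM). The receptor of the other incretin, *Glp1r*, showed another distribution, with 11 UMIs in 11 smooth-muscle-like cells (7.48 CPM, 3.73 to 13.4), 8 UMIs in 4 neuron-like cells (4.80 CPM, with 7 of the UMIs in library 2) and 0 in the other classes. Exact two-sided tests of UMIs given the class totals gave p = 0.00349 for *Gipr* in pericyte-like against smooth-muscle-like cells (0.164 in library 1 alone and 0.0320 in library 2 alone). The same exact test gave p = 0.000102 for *Glp1r* in smooth-muscle-like against pericyte-like cells (0.00358 and 0.0255 per library), and p = 0.801 for *Gipr* in pericyte-like against VLMC-like cells. These tests pool UMIs over libraries and cover counting error only. They were not among the tests fixed beforehand, and their p-values are not adjusted for the number of class pairs tested.

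Across libraries, edgeR's quasi-likelihood test of any difference between classes gave an adjusted p of 0.0209 for *Glp1r* and 0.232 for *Gipr*, in the fit without the low-count filter, which both genes fail. The *Glp1r* call was lost with at least 1000 genes per cell, at most 10% mitochondrial UMIs, and the gates. Empty droplets held 27 *Gipr* UMIs, or 10.2 CPM (6.74 to 14.9), which is above the level in every class, against 3 *Glp1r* UMIs (1.14 CPM). At 1000 UMIs per cell, a *Gipr* UMI was seen in 0.710% of pericyte-like cells (205 shallower cells left out; 0.826% of all 1331 without thinning) and in 0 of 469 smooth-muscle-like cells (3 left out). Without thinning the Wilson upper bound for smooth-muscle-like cells was 0.807%, above the thinned pericyte-like share. It bounds detection and not the share of cells that express *Gipr*. A *Glp1r* UMI was seen in 1.07% of smooth-muscle-like cells at that depth, against 2.33% without thinning.

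UMIs of the reporter itself were seen in all named classes. EYFP stood at 388 CPM in pericyte-like, 338 in intermediate mural, 282 in VLMC-like, 257 in smooth-muscle-like, 247 in ependymal-like, 230.1 in OD-like and 187 in neuron-like cells, and at 124 CPM in empty droplets. In endothelial-like cells 7 UMIs in 4 of 18 cells gave 116 CPM, no more than in empty droplets. The shallowest neuron-like cluster (28 and 26 cells by library) held 102 and 106 CPM, also no more than empty droplets (120 and 129 CPM). It lowers the value of its class, since the other neuron-like clusters held 173 and 212 CPM, and 164 and 226 CPM. The classes differed (edgeR adjusted p = 5.58e-17). Against the mean of the other classes EYFP was higher in pericyte-like cells by 0.57 ± 0.10 on the log2 scale (± SE; adjusted p = 6.04e-08) and in intermediate mural cells by 0.39 ± 0.13 (adjusted p = 0.0141), and lower in neuron-like cells (−0.77 ± 0.12; adjusted p = 1.58e-10), in both libraries. The intermediate mural call was lost under 5 alternatives. Thinned to 1000 UMIs, 29.7% of pericyte-like and 16.1% of neuron-like cells held an EYFP UMI, while without thinning the deeper neuron-like cells gave 67.3% against 40.8%. Cells were gated on EYFP fluorescence, so the gate can set these levels.

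**Figure D2:**
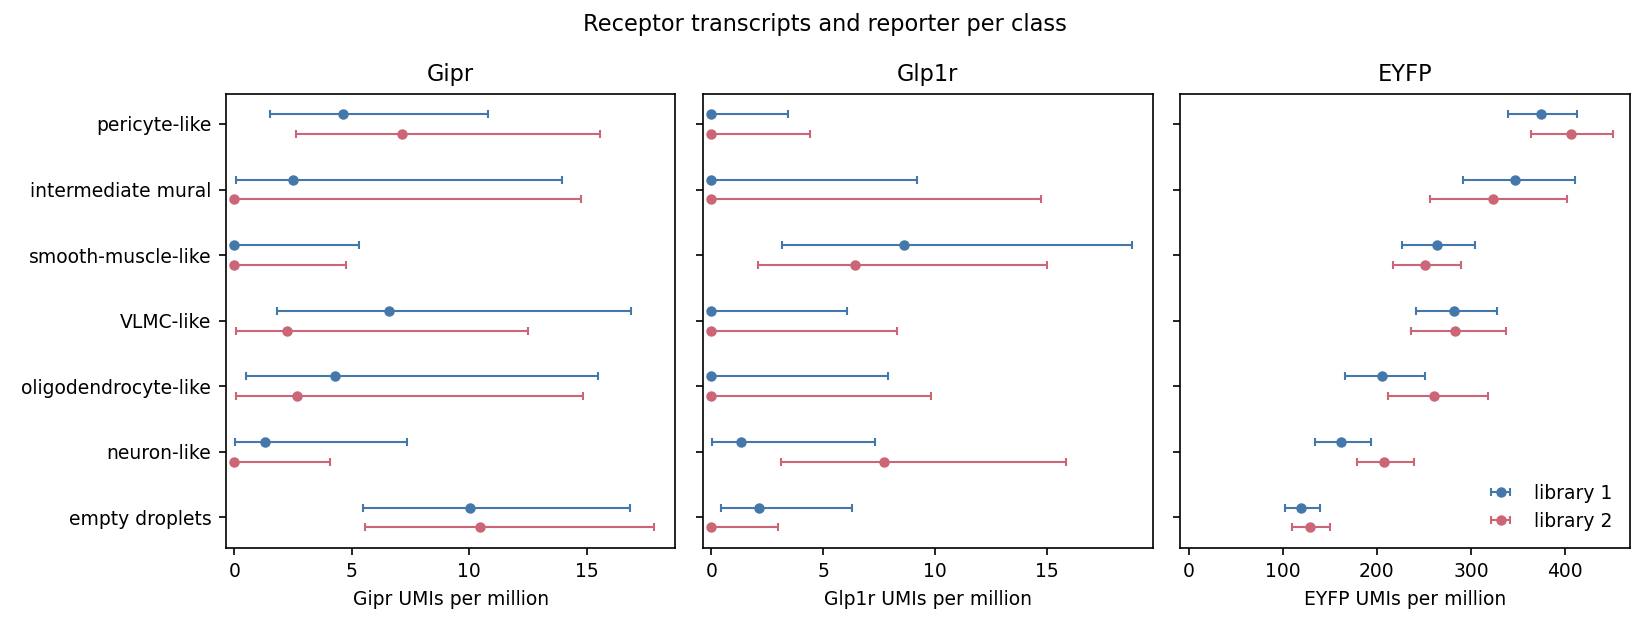
*Gipr*, *Glp1r* and EYFP in CPM (horizontal axes), with 1 point per class and library and exact 95% Poisson intervals as bars; endothelial-like and ependymal-like cells are left out for their wide intervals. *Gipr* is highest in empty droplets (10.2 CPM over both libraries) and at 0 in smooth-muscle-like cells, *Glp1r* reaches 7.48 CPM in smooth-muscle-like cells, and EYFP is highest in pericyte-like cells (388 CPM).

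Pericyte-like cells were then set against smooth-muscle-like cells, to describe how the mural cells with the reporter differ from each other. Pericyte-like cells held more RNA of several solute transporters, of the laminin genes *Lamb1* and *Lama2* and of the netrin gene *Ntn1*. Smooth-muscle-like cells held more RNA of the arterial mural list, of 3 potassium channel genes named here and of several immediate-early genes. Values are log2 fold changes of pericyte-like over smooth-muscle-like cells ± SE (n = 2 libraries), and each gene named differed in the same direction in both libraries. Of 9429 genes that took no part in the clustering, 896 were higher and 1326 lower in pericyte-like cells. Among the 341 of these genes that belong to fixed lists or to the receptors and reporter, 87 were higher and 91 lower. With classes from the marker gates of the study, 395 of 8060 genes were higher and 854 lower.

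Of 30 solute transporters, 12 were higher and 4 lower in pericyte-like cells (12 and 5 adjusted over the list alone; camera adjusted p = 0.00465, and adjusted p = 0.141 with an estimated correlation). Among them *Slc22a8*, which carries organic anions, was higher by 5.68 ± 0.25, the glutamate transporter *Slc1a3* by 4.68 ± 0.56 and the GABA transporter *Slc6a13* by 4.10 ± 0.25, while the glycine transporter *Slc6a9* was lower (−3.89 ± 0.55). Basement membrane and matrix genes showed 15 of 31 higher and 5 lower (16 and 5 adjusted over the list alone; camera adjusted p = 0.00931, and adjusted p = 0.125 with an estimated correlation). The laminin chains *Lamb1* (4.76 ± 0.35) and *Lama2* (3.17 ± 0.22) and the netrin gene *Ntn1* (3.29 ± 0.25) were higher, and the laminin chain *Lama5* (−3.74 ± 0.24) and the metalloproteinase inhibitor *Timp3* (−3.24 ± 0.12) lower. In the venous and pericyte list, 7 of 9 genes were higher and 2 lower, also when adjusted over the list alone (camera adjusted p = 0.000705, and adjusted p = 0.141 with an estimated correlation). The higher genes included *Slc6a20a*, a proline transporter (3.86 ± 0.13), *Art3* (3.85 ± 0.17) and the carbonic anhydrase gene *Car4* (2.81 ± 0.12), and the lower ones were *Olfr558* (−6.06 ± 0.18) and the scavenger receptor *Ackr3* (−1.06 ± 0.11). The study treats *Rgs5* and *Car4* as known venous markers, and describes *Ackr3* and *Olfr558* in smooth-muscle clusters of cells that include these.

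The arterial mural list was lower in 10 of 11 genes (also 10 adjusted over the list alone, with 1 higher; camera adjusted p = 3.96e-11, and adjusted p = 0.0347 with an estimated correlation). Its largest differences were in *Rasd1* (−6.85 ± 0.57), *Cd93* (−6.67 ± 0.36) and *Cnn1*, which encodes the actin-binding protein calponin (−6.32 ± 0.41). The study uses *Cnn1*, *Cd93*, *Tinagl1* and *Nanos1* as known arterial or arteriolar markers. Ion channels showed 12 of 31 lower and 4 higher (13 and 4 adjusted over the list alone; camera adjusted p = 0.025, and adjusted p = 0.141 with an estimated correlation). The potassium channel genes *Kcna5* (−6.70 ± 0.33), *Kcnab1* (−6.30 ± 0.26) and *Kcnma1* (−5.14 ± 0.57) were lower in pericyte-like cells, and the calcium release channel *Itpr2* (2.83 ± 0.27) was higher. Immediate-early and dissociation-response genes were lower in 18 of 24 and higher in 1, *Rhob* (19 and 1 adjusted over the list alone; camera adjusted p = 3.96e-05, and adjusted p = 0.256 with an estimated correlation). *Fosb* (−4.88 ± 0.47), *Atf3* (−4.54 ± 0.51) and *Fos* (−3.66 ± 0.18) led this group. The study describes *Atf3*, *Fos* and other members in a smooth-muscle cluster of cells that include these. The smooth-muscle-like cluster led by stress genes held *Fos* at 4446 and 4992 CPM, *Fosb* at 1265 and 1409 CPM and *Atf3* at 1073 and 1103 CPM. In the larger smooth-muscle-like cluster *Fos* stood at 174 and 147 CPM, *Fosb* at 5.98 and 8.07 CPM and *Atf3* at 4.49 and 4.04 CPM. Without the small cluster, a setting chosen after seeing the data, the list gave an adjusted p of 0.0562 in camera. *Fosb* (−1.81, adjusted p = 0.0978 in edgeR) and *Atf3* (−1.09, adjusted p = 0.482 in edgeR) then lost their calls, while *Fos* kept its own (−2.57).

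Several receptors and signalling genes differed singly in lists that were not called. The adrenomedullin co-receptor *Ramp2* (3.29 ± 0.74) and the parathyroid hormone receptor *Pth1r* (2.15 ± 0.14) were higher in pericyte-like cells, and the CGRP co-receptor *Ramp1* (−4.68 ± 0.23) and the neuropeptide Y receptor *Npy1r* (−2.20 ± 0.14) lower. In their list, 5 of 17 gut hormone and metabolic receptors were higher and 4 lower, also adjusted over the list alone (camera adjusted p = 0.888). Among vasoactive receptors 11 of 24 were higher, such as the prostaglandin receptor *Ptgfr* (4.23 ± 0.71), and 3 lower, such as the serotonin receptor *Htr1b* (at least 22.6-fold lower, at the 3-count floor per class; camera adjusted p = 0.0563 for the list). Notch, TGF-β and PDGF signalling genes were lower in 15 of 29 and higher in 6 (camera adjusted p = 0.0691), with *Tgfb3* at −4.18 ± 0.36 and *Pdgfa* at −2.72 ± 0.15. cAMP signalling genes went both ways, with 10 of 39 higher and 10 lower (camera adjusted p = 0.870), among them the phosphodiesterase *Pde3a* (−3.23 ± 0.13). Of 21 genes of appetite, leptin and insulin signalling, 5 were higher and 5 lower (6 and 6 adjusted over the list alone; camera adjusted p = 0.722). The neuropeptide *Nts* was higher in pericyte-like cells by 7.09 ± 0.37, and among genes outside the lists *Lrrc4c* was at least 18.6-fold higher and *Slc16a7* at least 35.3-fold lower. Of the 6 list calls in this comparison, the arterial mural call alone held with an estimated correlation. The smooth-muscle-like class was named by smooth-muscle markers and set against pericyte-like cells. This call therefore cannot tell arterial from other smooth muscle.

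**Figure D3:**
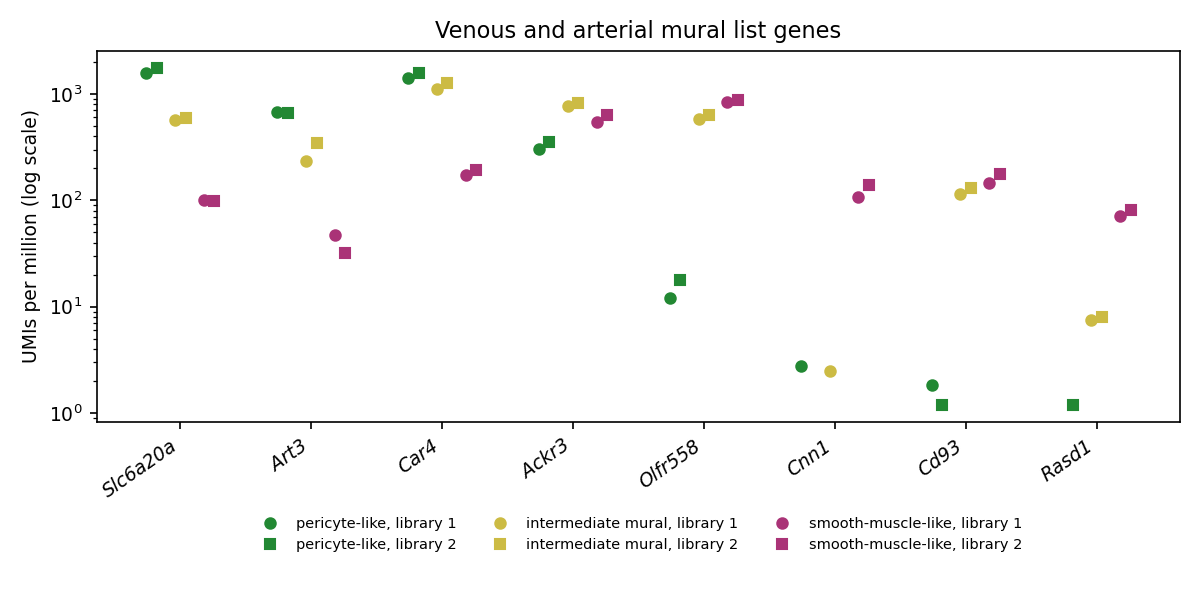
CPM on a log axis for the named genes of the venous and arterial mural lists, with 1 point per mural class and library; a library with 0 UMIs has no point. *Slc6a20a*, *Art3* and *Car4* stand higher in pericyte-like than in smooth-muscle-like cells (log2 fold changes 3.86, 3.85 and 2.81), and the other genes stand lower.

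VLMC-like cells were set against the mean of pericyte-like and smooth-muscle-like cells, to separate the fibroblast-like from the contractile part of the vessel wall. They held more RNA of the VLMC list, of the basement membrane and matrix list and of the prostaglandin synthase *Ptgds*, and less of the arterial mural and ion channel lists. In this comparison and those after it, values are CPM of the class against the mean CPM of the other classes, each ± SD (n = 2 libraries), and the fit gave the same direction in both libraries for every gene named. Of the 9429 genes, 1771 were higher and 1212 lower in VLMC-like cells, and of the 341 held-out genes 122 were higher and 88 lower.

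All 15 genes of the VLMC list were higher (15 adjusted over the list alone; camera adjusted p = 2.07e-18, and adjusted p = 0.00518 with an estimated correlation). The study describes most of them as markers or cluster genes of VLMCs in cells that include these, so the list is not fully independent evidence. The retinol carrier *Rbp4*, for example, stood at 1615 ± 444 against 10.6 ± 6.23 CPM. Basement membrane and matrix genes showed 21 of 31 higher and 6 lower (21 and 7 adjusted over the list alone; camera adjusted p = 2.15e-05). The elastic-fibre gene *Fbln5* (229.6 ± 13.4 against 0.942 ± 1.33 CPM), the collagen chain *Col6a1* (323 ± 18.7 against 2.47 ± 1.81 CPM) and *Fbln2* (69.4 ± 0.271 against 0.889 ± 0.415 CPM) were higher, and *Lama5* lower (4.72 ± 0.321 against 86.8 ± 10.3 CPM). Solute transporters were higher in 16 of 30 and lower in 5 (16 and 6 adjusted over the list alone; camera adjusted p = 0.00247, and adjusted p = 0.0702 with an estimated correlation). The higher transporters included the cystine and glutamate exchanger *Slc7a11* (1450.4 ± 45.6 against 13.6 ± 4.52 CPM) and the organic anion transporter *Slc22a6* (298 ± 17.5 against 1.81 ± 1.72 CPM). The mature OD list was higher in 7 of 12 and lower in 1, also adjusted over the list alone (camera adjusted p = 0.000167). Its leading members are not specific to ODs, since *Ptgds* (33047 ± 7429 against 276 ± 12.5 CPM) and *Il33* (99.9 ± 27.1 against 1.78 ± 0.831 CPM) are also in the VLMC list and *Apod* (3423 ± 546 against 75.4 ± 13.8 CPM) encodes a lipid carrier. Of 6 arteriovenous endothelial genes 3 were higher, also adjusted over the list alone (camera adjusted p = 0.0458, and adjusted p = 0.124 with an estimated correlation), including the ephrin *Efnb2* (104 ± 5.12 against 18.1 ± 2.08 CPM).

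Immediate-early genes were higher in 21 of 24 and lower in 2, also adjusted over the list alone (camera adjusted p = 1.75e-05, and adjusted p = 0.211 with an estimated correlation). *Fos* stood at 811 ± 352 against 186 ± 4.83 CPM and *Ccn2* at 422 ± 215 against 61.3 ± 5.51 CPM. Within the class they varied with the cluster: *Fos* stood at 1523 and 2230 CPM in the smaller VLMC-like cluster against 386 and 708 CPM in the larger. The lists of mural genes were lower. In the venous and pericyte list 7 of 9 genes were lower, also adjusted over the list alone (camera adjusted p = 1.76e-05, and adjusted p = 0.0702 with an estimated correlation). These included *Rgs5*, a regulator of G protein signalling (211 ± 2.69 against 7649 ± 134 CPM), and *Cox4i2* (34.7 ± 4.58 against 847 ± 72.0 CPM), while *Slc6a20a* was higher (1212 ± 107 against 888 ± 61.8 CPM). The arterial list was lower in 7 of 11 (8, with 1 higher, adjusted over the list alone; camera adjusted p = 3.98e-05), such as *Pln*, an inhibitor of the calcium pump of the sarcoplasmic reticulum (12.8 ± 4.12 against 1070.3 ± 5.59 CPM). Ion channels were lower in 16 of 31 and higher in 3 (18 and 3 adjusted over the list alone; camera adjusted p = 2.15e-05). The potassium channel subunit *Kcnmb1* (2.77 ± 0.744 against 144 ± 16.3 CPM) and *Kcnk3* (at least 21.3-fold lower) were among the lower. cAMP signalling genes were lower in 14 of 39 and higher in 8 (19 and 8 adjusted over the list alone; camera adjusted p = 0.00469), with *Pde3a* at 32.0 ± 5.59 against 475 ± 1.81 CPM.

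Outside these lists, the leptin receptor *Lepr* (189 ± 18.2 against 2.69 ± 0.467 CPM) and the growth factor *Igf1* (537 ± 38.2 against 2.63 ± 0.281 CPM) were higher in VLMC-like cells and the Notch receptor *Notch3* (21.7 ± 2.03 against 547 ± 0.368 CPM) lower, in lists that went both ways. The natriuretic peptide receptor *Npr3* was at least 47.5-fold higher. With an estimated correlation, 6 of the 10 list calls held (VLMC, basement membrane, ion channel, arterial, mature OD and cAMP). With classes from the marker gates of the study, 1461 genes differed in place of 2983.

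OD-like cells were set against the mean of the other 6 classes, to describe the ODs that carry the reporter. They held more RNA of the myelinating and mature OD lists, and less of the venous and pericyte list and of the basement membrane and matrix list. Of the 9429 genes, 2221 were higher and 1453 lower, and of the 341 held-out genes 53 were higher and 119 lower. All 10 genes of the myelinating list were higher (10 adjusted over the list alone; camera adjusted p = 2.68e-12, and adjusted p = 0.0540 with an estimated correlation). Of the mature OD list, 11 of 12 were higher and 1, *Anxa5*, lower, also adjusted over the list alone (camera adjusted p = 1.03e-11, and adjusted p = 0.0656 with an estimated correlation). The study uses several genes of both lists as known markers of OD maturity, and found others in OD clusters of cells that include these. It also cautions that its mice were young, and that their myelination may not have been complete. The myelin gene *Mal* stood at 4021 ± 66.7 against 12.5 ± 2.35 CPM, *Opalin* at 828 ± 188 against 6.33 ± 1.26 CPM, the carbonic anhydrase *Car2* at 3847 ± 129.8 against 21.2 ± 0.282 CPM, and the protease *Klk6* at 435 ± 13.2 against 3.75 ± 2.18 CPM.

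The venous and pericyte list was lower in 9 of 9, also adjusted over the list alone (camera adjusted p = 1.17e-06), with *Rgs5* at 163 ± 15.3 against 5389 ± 124 CPM, whereas the arterial list was lower in 3 of 11 and not called (camera adjusted p = 0.120). Basement membrane and matrix genes were lower in 17 of 31, also adjusted over the list alone (camera adjusted p = 5.00e-06), such as the collagen chain *Col4a1* (14.7 ± 5.61 against 345 ± 26.9 CPM). Notch, TGF-β and PDGF signalling genes were lower in 13 of 29 and higher in 2 (14 and 2 adjusted over the list alone; camera adjusted p = 0.00186). The Notch target *Hes1* stood at 3.47 ± 1.14 against 298 ± 19.6 CPM, *Igfbp5* was at least 46.2-fold lower, and the TGF-β inhibitor *Smad7* was higher (178 ± 26.3 against 16.6 ± 0.392 CPM). These 3 calls held with an estimated correlation. Among genes of lists that were not called, the glial potassium channel *Kcnj10* (252 ± 28.4 against 37.5 ± 6.65 CPM), the lysophosphatidic acid receptor *Lpar1* (467 ± 20.5 against 59.9 ± 8.37 CPM), the choline transporter *Slc44a1* (569.8 ± 52.3 against 45.9 ± 2.07 CPM) and the adiponectin receptor *Adipor2* (130.3 ± 33.7 against 21.4 ± 2.84 CPM) were higher, and *Nr2f2*, a transcription factor of venous endothelium, lower (7.20 ± 1.11 against 403 ± 16.1 CPM). Immediate-early genes were lower in 16 of 24 and higher in 3 (camera adjusted p = 0.0791), the higher ones being *Rhob* (917 ± 1.73 against 207 ± 9.78 CPM), *Jun* and *Jund*.

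Within the 167 OD-like cells, 4 subclusters formed, of which 3 had at least 10 cells in each library and were compared. Subcluster 2 (41 cells) stood apart by a set of genes that the study uses for maturity. In it *Klk6* reached 1229 and 1056 CPM in the libraries, against 26.5 and 7.64 in subcluster 0 and 70.1 and 27.3 in subcluster 1. The calcium-binding protein *S100b* reached 2074 and 1591 CPM against 113 and 145 in subcluster 0, and *Anxa5* and *Pmp22* were also higher. *Ptgds* was lower at 284 and 922 CPM, against 12560.2 and 14393 in subcluster 0, as were *Il33*, *Opalin*, *Cntn1* and *Ttyh1*. In edgeR's quasi-likelihood test of any difference between subclusters, 20 of 22 list genes passed (21 adjusted over the list alone), with *Grm3* (adjusted p = 0.130) and *Ermn* (adjusted p = 0.155) as the exceptions. This test had 2 residual degrees of freedom and relied largely on a spread shared over genes. Subcluster 2 was led by smooth-muscle genes such as *Tagln*, of which 2 cells held 74 of the 82 UMIs there. Subcluster 1 had the lowest median UMIs of the 3 (2057 and 2654).

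Neuron-like cells were set against the mean of the other 6 classes. They carried neuropeptide, transmitter and region-specific transcription factor genes together with components of cAMP signalling, and little RNA for matrix proteins or Notch signalling. The class was named by neuronal markers and set against non-neuronal classes only. Higher values of the neuronal lists are therefore not independent evidence. Of the 9429 genes, 3604 were higher and 1812 lower, and of the 341 held-out genes 109 were higher and 115 lower; the median log2 fold change over all genes was 0.18. Neuropeptide and granin genes were higher in 17 of 19 (18 adjusted over the list alone; camera adjusted p = 8.92e-09, and adjusted p = 0.0411 with an estimated correlation). Examples were the granin *Chgb* (252 ± 15.5 against 1.35 ± 0.0697 CPM) and the tachykinin precursor *Tac1* (605 ± 138 against 4.94 ± 3.22 CPM). Transmitter genes were higher in 6 of 7, also adjusted over the list alone (camera adjusted p = 0.000360, and adjusted p = 0.130 with an estimated correlation). They included the enzymes of GABA synthesis *Gad2* (331 ± 32.7 against 3.41 ± 0.667 CPM) and *Gad1* (238 ± 3.92 against 2.96 ± 2.09 CPM). Hypothalamic region factors were higher in 9 of 12 and lower in 2, also adjusted over the list alone (camera adjusted p = 0.00264, and adjusted p = 0.294 with an estimated correlation). *Bcl11b* (410.1 ± 27.4 against 2.45 ± 0.00597 CPM), *Isl1* (92.0 ± 4.03 against 0.198 ± 0.281 CPM) and *Six6* (96.6 ± 8.11 against 0.864 ± 0.281 CPM) were among the higher factors, and *Tbx3* and *Foxp1* were lower. cAMP signalling genes were higher in 25 of 39 and lower in 3 (26 and 3 adjusted over the list alone; camera adjusted p = 0.00684, and adjusted p = 0.0814 with an estimated correlation). The G protein *Gnal* (166 ± 3.27 against 12.6 ± 5.30 CPM) and the adenylyl cyclase *Adcy2* (80.1 ± 5.92 against 1.07 ± 0.230 CPM) were among them.

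Basement membrane and matrix genes were lower in 19 of 31, also adjusted over the list alone (camera adjusted p = 3.05e-05), with the matrix glycoprotein *Sparc* at 69.6 ± 9.67 against 1458 ± 2.09 CPM. The venous and pericyte list was lower in 9 of 9, also adjusted over the list alone (camera adjusted p = 2.88e-05, and adjusted p = 0.0786 with an estimated correlation), with *Rgs5* at 257 ± 27.5 against 5373 ± 127 CPM. Notch, TGF-β and PDGF signalling genes were lower in 14 of 29, also adjusted over the list alone (camera adjusted p = 0.000274), such as *Notch2* (4.29 ± 1.39 against 108 ± 1.86 CPM). Mature OD genes were lower in 7 of 12, also adjusted over the list alone (camera adjusted p = 0.000542, and adjusted p = 0.130 with an estimated correlation), such as *Pmp22* (8.57 ± 2.78 against 175 ± 9.78 CPM). Immediate-early genes were lower in 13 of 24 and higher in 4, also adjusted over the list alone (camera adjusted p = 0.00684, and adjusted p = 0.395 with an estimated correlation). The chaperone *Hspa1b* was lower (3.08 ± 1.24 against 67.9 ± 6.23 CPM) and *Egr1* higher (145 ± 40.5 against 74.0 ± 1.85 CPM). Among receptors, the kappa opioid receptor *Oprk1* (79.5 ± 23.0 against 4.71 ± 6.39 CPM), the somatostatin receptor *Sstr2* (60.3 ± 23.7 against 2.18 ± 2.52 CPM) and the substance P receptor *Tacr1* (58.9 ± 6.95 against 0.712 ± 0.668 CPM) were higher, as were the insulin receptor substrate *Irs4* (153 ± 9.45 against 1.89 ± 0.567 CPM) and the sodium channel *Scn2a* (389 ± 56.0 against 12.4 ± 5.14 CPM). The lists of gut hormone receptors (camera adjusted p = 0.817), appetite signalling (0.398) and ion channels (0.0979) were not called. For appetite signalling the median log2 fold change and the test were negative and the mean positive. The calls for neuropeptides, basement membrane and Notch signalling held with an estimated correlation.

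Among 196 neuron-like cells (median 8677.5 UMIs), 71.9% held a UMI of a GABA marker (*Gad1*, *Gad2* or *Slc32a1*; Wilson interval 65.3 to 77.8%) and 29.6% of a vesicular glutamate transporter (23.6 to 36.3%). Both kinds were seen in 7.65% of cells and neither in 6.12%. In pericyte-like cells (median 1385 UMIs), which should lack these genes, the shares were 1.80% and 0.826%. Among peptide and granin genes, *Sst* was detected in 80.1% of neuron-like cells (62.7% at 1000 UMIs per cell), but also in 14.6% of pericyte-like cells (10.7% at that depth). *Scg2* was found in 78.6%, *Pthlh* in 55.6% and *Cartpt* in 45.4% of neuron-like cells, against 1.13%, 0.150% and 1.88% of pericyte-like cells. *Avp* was found in 50.5%, with 27.2% in library 1 and 76.3% in library 2, and in 10.2% of pericyte-like cells. At 1000 UMIs per cell these shares were 17.6% and 6.31%. Empty droplets held 1798 CPM of *Sst* and 1131 CPM of *Avp*. The share of free RNA (RNA from outside the cell) was put at 7.01% and 7.27% in neuron-like cells by library. Free RNA can therefore give a large part of the *Sst* and *Avp* detection, and more of it in neuron-like than in the shallower pericyte-like cells. The size of that part was not computed, so these are not shares of cells that express either gene. The levels differed more clearly, with 6103 CPM of *Sst* and 2473 CPM of *Avp* in neuron-like cells against 115 and 76.0 CPM in pericyte-like cells. The shares for *Gad1* (62.8%), *Gad2* (60.2%), *Slc32a1* (48.0%) and *Slc17a6* (29.6%) rested on 123, 118, 94 and 58 cells. Of the peptide genes *Agrp*, *Trh*, *Crh*, *Vip*, *Kiss1* and *Tac2*, which mark other hypothalamic neurons, 0 neuron-like cells held a UMI (Wilson upper bound 1.92% for each). This bounds detection at this depth and not the share of cells that express the gene.

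**Figure D4:**
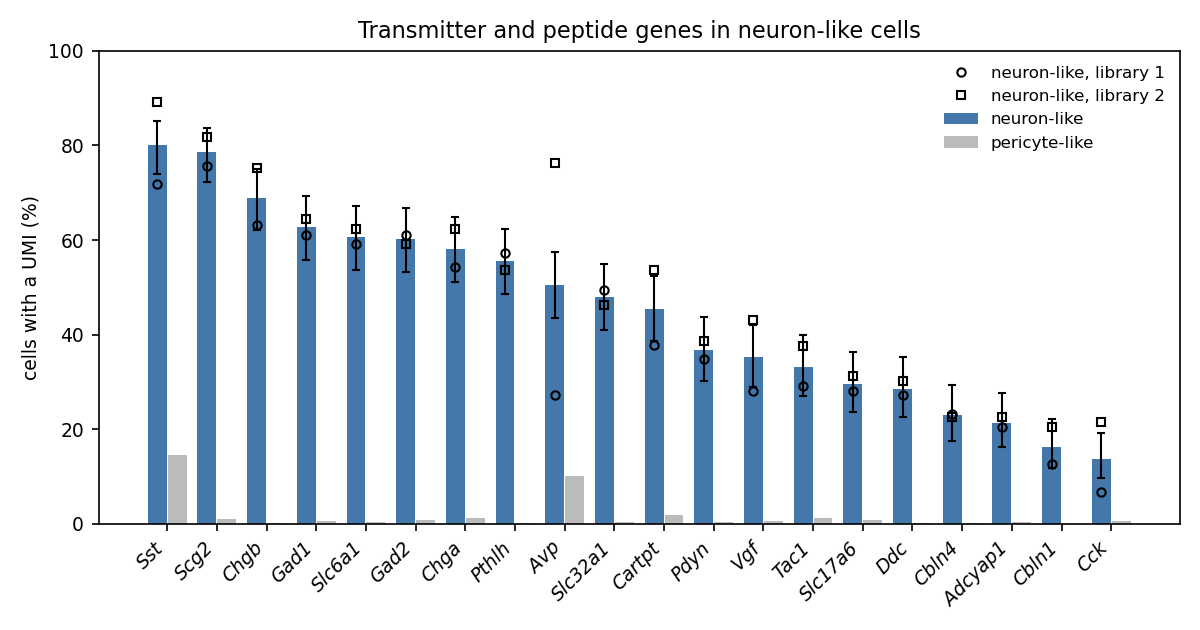
Share of cells with a UMI (%, vertical axis) for the named transmitter and peptide genes in neuron-like cells (blue bars with Wilson 95% intervals over 196 cells; open symbols per library) and in pericyte-like cells (grey bars). *Sst* is the most widely detected gene (80.1%), with 14.6% in pericyte-like cells, and *Avp* differs most between libraries (27.2% and 76.3%). Free RNA can give a large part of the detection of both genes.

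Mural cells (the mean of pericyte-like and smooth-muscle-like) were last set against the mean of the VLMC-like, OD-like, neuron-like and ependymal-like classes, to list what sets apart the main population with the reporter. The Notch signalling, basement membrane, vasoactive receptor and ion channel lists were higher in mural cells. The basement membrane list was, however, higher in VLMC-like than in mural cells when these were compared directly. Its call here rests on the mean with the other classes and is not particular to mural cells. The lower lists (OD, VLMC and neuropeptide) lost their calls with an estimated correlation. Of the 9429 genes 2076 were higher and 1484 lower, and of the 341 held-out genes 151 were higher and 56 lower. The balance depends on the scaling and the test. DESeq2's size factors in the edgeR fit gave 1818 higher and 1647 lower, a share of higher calls of 52.5% in place of 58.3%, and moved the median log2 fold change over all genes from 0.05 to −0.02. DESeq2's Wald test, which also changes the test, gave 1491 higher and 1903 lower (43.9% higher, median −0.06). The named mural genes kept their direction under both.

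The venous and pericyte list was higher in 9 of 9, also adjusted over the list alone (camera adjusted p = 3.92e-12), and the arterial list in 9 of 11, also adjusted over the list alone (camera adjusted p = 5.85e-06). The study uses several genes of both as known markers. *Rgs5* stood at 7649 ± 134 against 274 ± 146 CPM, *Cox4i2* at 847 ± 72.0 against 32.4 ± 5.55 CPM and the leiomodin *Lmod1* at 278 ± 8.08 against 17.7 ± 6.83 CPM. Basement membrane and matrix genes were higher in 21 of 31 (22 adjusted over the list alone; camera adjusted p = 1.13e-09), including *Lama5* (86.8 ± 10.3 against 3.07 ± 0.0281 CPM). Notch, TGF-β and PDGF signalling genes were higher in 20 of 29 and lower in 1, *Vegfa*, also adjusted over the list alone (camera adjusted p = 1.08e-06), with *Notch3* at 547 ± 0.368 against 24.6 ± 1.82 CPM and its target *Heyl* at 263 ± 5.80 against 18.2 ± 4.10 CPM. Ion channels were higher in 18 of 31 and lower in 4, also adjusted over the list alone (camera adjusted p = 0.000580), led by the chloride channel *Ano1* (257 ± 7.85 against 17.9 ± 18.6 CPM). Vasoactive receptors were higher in 11 of 24 and lower in 3 (12 and 3 adjusted over the list alone; camera adjusted p = 0.000974). The nitric oxide receptor subunit *Gucy1a1* stood at 463 ± 9.42 against 22.4 ± 2.69 CPM and *P2ry14* at 772 ± 21.4 against 40.6 ± 21.9 CPM. cAMP signalling genes were higher in 16 of 39, also adjusted over the list alone (camera adjusted p = 0.00618), such as *Pde3a* (475 ± 1.81 against 35.4 ± 2.82 CPM).

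Mature OD genes were lower in 9 of 12 and higher in 2, also adjusted over the list alone (camera adjusted p = 0.00507, and adjusted p = 0.124 with an estimated correlation). Myelinating OD genes were lower in 8 of 10, also adjusted over the list alone (camera adjusted p = 0.00958, and adjusted p = 0.0540 with an estimated correlation). VLMC genes were lower in 6 of 15, also adjusted over the list alone (camera adjusted p = 0.00926, and adjusted p = 0.0524 with an estimated correlation). *S100b* stood at 8.51 ± 2.43 against 289 ± 4.39 CPM and *Nnat* at 50.8 ± 0.483 against 2291 ± 185 CPM. Neuropeptide genes were lower in 3 of 19 and higher in 1, *Nts*, also adjusted over the list alone (camera adjusted p = 0.0335, and adjusted p = 0.0817 with an estimated correlation). The lower ones were *Cartpt* (10.2 ± 0.510 against 158 ± 26.1 CPM), *Sst* and *Avp*, and *Sst* turned from −1.49 to 1.66 on the log2 scale once free-RNA counts were subtracted. Among single receptors, *Npy1r* (244 ± 13.1 against 15.4 ± 6.62 CPM) and *Pth1r* (334 ± 2.24 against 18.1 ± 6.49 CPM) were higher in mural cells, as were the folate transporter *Slc19a1* (549 ± 33.7 against 47.0 ± 7.13 CPM) and the transcription factors *Tbx3* (88.3 ± 2.03 against 4.39 ± 2.52 CPM) and *Foxs1* (188 ± 24.6 against 11.5 ± 0.954 CPM). Immediate-early genes were higher in 15 of 24 and lower in 3 (camera adjusted p = 0.0911). The other 7 calls held with an estimated correlation.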

Values the study reported

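The study reported 1,614 and 1,210 cells from its female Gipr datasets after removing cells with fewer than 500 genes or more than 20% mitochondrial reads. Together with 8,527 cells from male Gipr animals and 2,740 cells from Glp1r animals, its combined dataset held 14,091 cells. In that combined dataset the study described 70% vascular cells (9879), 17% oligodendrocytes (2,443) and 11% neurons (1,526), with 174 astrocytes, 43 ependymocytes and 26 macrophages. It analysed 397 Gipr neurons.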

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

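The tests of depth and of free RNA at the pericyte-like share were chosen after seeing the *Gipr* values, and the first free-RNA test before. *Gipr* UMIs in empty droplets, which no comparison uses, drew attention because 27 UMIs exceed the 3-count limit of a zero. In its combined dataset, which includes these cells and others, the study found *Gipr* transcript in every cell type but ependymocytes and macrophages. Here edgeR's test across classes did not call *Gipr*. Its UMIs were found in pericyte-like, VLMC-like and OD-like cells, with 1 each in intermediate mural and neuron-like cells and 0 in smooth-muscle-like cells. Depth argues the other way, since smooth-muscle-like cells hold more UMIs per cell and the exact test given total UMIs gave p = 0.00349. Free RNA stays open under the test as first written: at the highest free-RNA share of any named class (31.1%, in endothelial-like cells) it can give up to 4.62 CPM of *Gipr*, above the lower bound of 2.86 CPM in pericyte-like cells. At the share measured in pericyte-like cells themselves (5.53%), it can give up to 0.824 CPM, below that bound. The design has 1 group, so no biological explanation was tested.

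Barcodes just below the gene minimum, which were left out as cells, held 2695 UMIs of the pericyte marker *Vtn*. This is 12168 and 12963 CPM by library, against 5221 and 4767 CPM in empty droplets. The same barcodes held 50 EYFP UMIs (226 and 239 CPM, against 120 and 129 CPM in empty droplets). The unnamed cluster of 22 cells held 95 UMIs of the pituitary hormone subunit *Cga* (2791 CPM), all in 3 cells, against 28.0 and 30.6 CPM in empty droplets by library.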

How the results depend on the processing

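Of 427 named gene results, 314 kept direction and call under every alternative that gave a value for them. Some alternatives gave no value for some genes. Over 6335 repeats, 6121 were unchanged, 212 lost the call and 2 turned direction. Repeats without a replicate are not among these, since genes were named only where both libraries gave the same direction. Calls were lost most often with the gates of the study (53), free-RNA subtraction (41) and DESeq2's Wald test (31). *Ptgds* in pericyte-like against smooth-muscle-like cells (0.47) turned to −0.40 with the gates, and *Sst* in mural cells to 1.66 after free-RNA subtraction. The cause was not tested.

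With at least 1000 genes, 810 and 746 cells were left, and shares were 22.4% pericyte-like, 39.7% smooth-muscle-like (no intermediate class formed, and where its cells went was not traced), 13.3% VLMC-like, 1.02% endothelial-like, 9.27% OD-like, 12.0% neuron-like, 2.40% ependymal-like, 62.1% mural and 76.4% vascular. Shallow cells are lost at this minimum, and pericyte-like cells fell from 769 and 562 to 174 and 174 by library. Smooth-muscle-like cells rose from 239 and 233 to 306 and 310, so cells also changed class. Loss of shallow cells therefore does not account for these shares alone. With at least 300 genes shares were 52.8% pericyte-like, 6.98% intermediate, 0.689% endothelial-like and 77.1% mural. With at most 10% mitochondrial UMIs they were 49.3% pericyte-like, 8.52% intermediate, 0.703% endothelial-like, 4.57% OD-like, 5.84% neuron-like and 77.5% mural. Without doublet calls they were 48.4% pericyte-like, 8.53% intermediate and 0.669% endothelial-like. Resolution 0.4 gave 46.1% pericyte-like, with no ependymal-like class, and resolution 1.2 gave 46.0% pericyte-like, 8.61% intermediate and 21.1% smooth-muscle-like. Log-normalised clustering gave 47.8% pericyte-like and 1.23% endothelial-like, with no ependymal-like class. Libraries clustered on their own gave 35.4% pericyte-like (23.1% and 47.7% by library), 7.24% intermediate (all in library 1), 20.6% smooth-muscle-like, 7.16% VLMC-like, 0.675% ependymal-like, 63.2% mural and 70.4% vascular, with 424 cells of library 1 unnamed. The gates gave 8.89% pericyte-like, 22.2% smooth-muscle-like, 3.30% VLMC-like, 0.584% endothelial-like, 31.1% mural and 34.96% vascular. These vascular shares count only cells that also took a single class. The vascular gate itself held 41.9% of cells, and 53.9% and 52.8% of cells by library stayed unnamed. Causes other than depth were not tested.

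The gates also gave 1249 genes differing between pericyte-like and smooth-muscle-like cells and 1461 between VLMC-like and mural cells; all other totals stayed within 1.5 times. Counts in 1 direction moved further. Genes higher in pericyte-like than in smooth-muscle-like cells fell from 896 to 576 with at least 1000 genes per cell, to 560 with DESeq2's Wald test and to 395 with the gates. The Wald test also took genes lower in VLMC-like cells from 1212 to 771. The gates took these to 597, and the genes higher in VLMC-like cells from 1771 to 864. Without the replicate block the totals were 2154 and 2935. With an estimated correlation, 1, 6, 3, 3 and 7 lists were called in the order of the report, and 21 of 41 calls were lost. With fry, 15, 10, 14 and 18 lists were called in the pericyte-like, OD-like, neuron-like and mural comparisons, and free-RNA subtraction left 7 in mural cells. *Glp1r* across classes lost its call with at least 1000 genes (adjusted p = 0.183), at most 10% mitochondrial UMIs (0.0939) and the gates (0.203), and its exact test gave p = 0.198 with at least 1000 genes and 0.236 with the gates. EYFP in intermediate mural cells lost its call with at least 300 genes (adjusted p = 0.150), at most 10% mitochondrial UMIs (0.383), resolution 1.2 (0.185), log-normalised clustering (0.0709) and DESeq2's Wald test (0.0959). Detection, here as the mean of both libraries, moved with depth by construction: *Glp1r* in smooth-muscle-like cells was 1.70% at 2000 UMIs and 2.33% without thinning, EYFP in pericyte-like cells 51.6% and 41.3%, and EYFP in neuron-like cells 30.5% and 67.6%. The values at 2000 UMIs also leave out shallower cells, which are most of the pericyte-like cells (median 1385 UMIs). GABA markers, as the same kind of mean, were found in 73.7% of neuron-like cells with at least 1000 genes, 74.5% with at most 10% mitochondrial UMIs and 74.96% with the gates.

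Without replicate 1 or without replicate 2, shares ranged over 46.3–47.2% (pericyte-like), 9.79–14.5% (intermediate), 14.7–19.2% (smooth-muscle-like), 7.82–8.83% (VLMC-like), 0.613–0.658% (endothelial-like), 5.43–6.20% (OD-like), 6.32–7.65% (neuron-like), 1.35–1.89% (ependymal-like), 75.2–76.3% (mural) and 83.7–85.8% (vascular), which lie within 1 SD by construction. Exact p ranged over 0.0320–0.164 for *Gipr* and 0.00358–0.0255 for *Glp1r*. Scrublet calls and the log-normalised clustering also changed with the processor setting of the linear algebra library. Under its default setting, seen first, *Gipr* passed the test across classes in that clustering. The setting was then fixed for repeatability, and the primary results did not change.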

Other observations

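The comparisons of single clusters in this part were chosen after seeing the data. VLMC-like cells fell into a pair of clusters with different matrix and signalling genes. Of 345 held-out genes tested with edgeR over 11 clusters, 34 were higher in the larger cluster and 55 in the smaller. The larger held more of the retinol carrier *Rbp4* (log2 fold change 6.44 ± 0.30, ± SE), *Nkain4* (5.15 ± 0.53), *Nnat* (4.08 ± 0.26) and the growth factor *Igf1* (2.91 ± 0.28). The leptin receptor *Lepr* stood at 209 and 257 CPM in it, against 0 and 19.4 CPM in the smaller. The smaller held more of the collagen *Col15a1* (−7.06 ± 0.36), the lipid transporter *Abca8a* (−4.66 ± 0.39), the laminin *Lama1* (−4.17 ± 0.58), the endothelin *Edn3* (−3.45 ± 0.28) and the Notch target *Hes1* (−2.94 ± 0.22), together with the immediate-early genes *Jun* (−2.71 ± 0.20) and *Fos* (−1.65 ± 0.14). The study describes most of these VLMC genes in clusters of cells that include these, so the split is not independent evidence.

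Neuron-like cells also split. In the largest neuron-like cluster, all 82 cells held a GABA marker and 3.66% a vesicular glutamate transporter. In the next, 73.3% of 60 cells held such a transporter (62.9% and 88.0% by library) and 40.0% a GABA marker. The first cluster held more *Sst* (6.02 ± 0.16), the transcription factors *Otp* (5.31 ± 0.29) and *Isl1* (2.11 ± 0.35) and *Pthlh* (3.36 ± 0.23). The second held more *Avp* (−6.21 ± 0.17), *Adcyap1* (−6.12 ± 0.35), *Tac1* (−5.28 ± 0.19) and the factors *Foxp2* (−5.04 ± 0.46) and *Rorb* (−4.74 ± 0.36), with 46 held-out genes higher in the first and 30 in the second. *Avp* differed in level (23.2 and 155 CPM against 2997 and 10259.9 CPM by library) and hardly in detection (54.9% and 61.7% of cells), and empty droplets held 1131 CPM of it. The 2 main pericyte-like clusters differed in few held-out genes, with *Notch2* (1.15 ± 0.28) and *Jag1* (0.76 ± 0.21) higher in the larger and the matrix gene *Mgp* (−0.54 ± 0.12) and *Fos* (−1.68 ± 0.44) lower.

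The doublet test of the mural cluster between pericyte-like and smooth-muscle-like cells was chosen once the result was known, and the mixture test before that. Doublets would hold about the sum of both median UMI counts (4525.5), while the cluster held 1746. Shares of the smooth-muscle-like profile over 501 genes had an interquartile range of 0.477, above 0.235, the highest of 100 simulated mixtures, or 0.259 with library spread, which was added after. Held-out genes above both classes argue most directly against a mixture: there were 6, including *Notch3* (0.68 ± 0.11 and 0.70 ± 0.12), *Rgs5* (0.79 ± 0.08 and 1.32 ± 0.09), *Ano1* (1.48 ± 0.13 and 1.02 ± 0.13) and *Ednra* (0.70 ± 0.16 and 0.52 ± 0.17). Clustering library 2 on its own gave 0 such cells. It stays open whether this is a cell type or a state, and no biological explanation was tested.

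The test of the OD-like subcluster led by smooth-muscle genes was written before its result was seen, and the weighing of *Rgs5* and the resampling of cells were chosen after. Its smooth-muscle markers reached at most 3.68% of their smooth-muscle-like level (*Myh11*), with *Acta2* at 2.21% and *Tagln* at 3.25%, and intervals of all 5 markers overlapped (0 separate pairs). *Rgs5*, which is abundant in smooth-muscle-like cells but not a fixed marker, reached 0.589% (−0.173 to 1.51%), apart from *Tagln* (2.51 to 4.12%) and *Acta2* (1.70 to 2.79%). These intervals cover counting error only, and 2 cells held 111 of the 142 *Acta2* UMIs and 74 of the 82 *Tagln* UMIs. Scrublet called 2 of the OD-like cells doublets, and whether these are the same cells was not traced. With cells resampled, the interval of *Rgs5* (−0.782 to 2.31%) overlapped that of *Tagln* (−0.0908 to 8.37%). RNA of smooth-muscle-like cells, as free RNA or doublets, therefore stays open as the source of the smooth-muscle genes. It does not account for *Klk6*, which stood at 0 and 2.58 CPM in smooth-muscle-like cells against 1229 and 1056 CPM in the subcluster. No biological explanation was tested.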
